# Genome-wide pharmacologic unmasking identifies tumor suppressive microRNAs in multiple myeloma

**DOI:** 10.18632/oncotarget.4769

**Published:** 2015-07-03

**Authors:** Chonglei Bi, Tae-Hoon Chung, Gaofeng Huang, Jianbiao Zhou, Junli Yan, Gregory J. Ahmann, Rafael Fonseca, Wee Joo Chng

**Keywords:** tumor suppressor, epigenetics, microRNA, myeloma

## Abstract

Epigenetic alterations have emerged as an important cause of microRNA (miRNA) deregulation. In Multiple Myeloma (MM), a few tumor suppressive miRNAs silenced by DNA hypermethylation have been reported, but so far there are few systemic investigations on epigenetically silenced miRNAs. We conducted genome-wide screening for tumor suppressive miRNAs epigenetically silenced in MM. Four Human MM Cell lines were treated with demethylating agent 5′azacytidine (5′aza). Consistently upregulated miRNAs include miR-155, miR-198, miR-135a*, miR-200c, miR-125a-3p, miR-188-5p, miR-483-5p, miR-663, and miR-630. Methylation array analysis revealed increased methylation at or near miRNA-associated CpG islands in MM patients. Ectopic restoration of miR-155, miR-198, miR-135a*, miR-200c, miR-663 and miR-483-5p significantly repressed MM cell proliferation, migration and colony formation. Furthermore, we derived a 33-gene signature from predicted miRNA target genes that were also upregulated in MM patients and associated with patient survival in three independent myeloma datasets. In summary, we have revealed important, epigenetically silenced tumor suppressive miRNAs by pharmacologic reversal of epigenetic silencing.

## INTRODUCTION

Multiple myeloma (MM) is a plasma cell (PC) malignancy characterized by clonal accumulation of plasma cells in the bone marrow.[1] MM usually develops from an asymptomatic premalignant stage called monoclonal gammopathy of undetermined significance (MGUS). This benign condition can progress to myeloma or related malignancies at a rate of ~1% per year.[2] In a fraction of patients, tumor could also occur in extramedullary sites such as blood, a condition called plasma cell leukemia (PCL).[3] Despite considerable improvements of patient survival and treatment options, it remains largely incurable and novel treatment strategies are needed.[4]

MiRNAs are ~20-nucleotide, single strand, genome-encoded RNAs with a primary role in post-transcriptional silencing through imperfect pairing with the 3′ Untranslated Region (3′UTR) of protein-coding transcripts in animals. They are highly conserved across different species and regulate most cellular processes. Deregulation of miRNA is implicated in pathogenesis and malignant progression of solid and hematological malignancies.[5] Reduced miRNA expression is often observed, suggesting that some of these miRNAs act as tumor suppressors (TS).[6] The silencing of TS-miRNAs leads to activation of oncogenes and contribute to carcinogenesis.[7] Although several mechanisms contributing to abnormal silencing of miRNAs have been discovered, repression of TS-miRNA by epigenetic mechanism such as promoter hypermethylation and/or inhibitory histone modification has emerged as a major cause.[8, 9] A number of TS-miRNAs silenced in MM have been identified, such as the miR-194-2-192 cluster, miR-34b/c and miR-203 whose promoters are frequently hypermethylated.[10-12]

In this study, we conducted genome-wide screening for TS-miRNAs in MM using 5′azacytidine (5′aza) which induces DNA hypomethylation and gene reactivation by inhibiting the action of DNA Methyltransferases (DNMTs).[13] We identified miRNAs that were consistently upregulated by 5′aza, including miRNAs previously reported to be downregulated in MM patients for unknown reason, and miRNAs with known tumor suppressor functions in other cancers but had not been reported in MM. These miRNAs showed increased level of methylation in MM patients compared with normal plasma cells. Synthetic mimics of these miRNAs reduced MM cell proliferation, migration and colony formation. In addition, these miRNAs were predicted to target mRNAs upregulated in MM including a gene signature relevant to patient survival.

## RESULTS

### Specific miRNAs are consistently upregulated by 5′aza

Four MM cell lines (H929, MM1S, OPM2, 8226) were treated with 5′aza or DMSO control, and the expression profiles of miRNAs were generated by miRNA expression profiling. 

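RNA from each of the 4 MM cell lines was hybridised to 1 Agilent human miRNA array after 5′aza and to 1 array after DMSO, so that 8 arrays, all on 1 slide, made up the experiment. The dose of 5′aza was 2 μM in H929 and OPM2 and 1.5 μM in MM1S and 8226, and cells were harvested at 96 hours. There was 1 array per cell line and treatment, so the cell lines serve as the replicates (n = 4 pairs) and no single line has a replicate of its own. Within every pair, the DMSO and the treated array lay next to each other on the slide, and the treated array always took the second of the 2 positions. Position on the slide and treatment therefore cannot be told apart.
The authors deposited the scanner intensity of each miRNA, which is the background-subtracted signal summed over its probes by Agilent's Feature Extraction software, with an error and a call of detected or not. They also deposited a table of log2 values for the same arrays. A miRNA that the software did not detect is listed at 0.1, while the lowest signal among detected miRNAs was 1.41. Of the 1205 human miRNAs, 227 were detected in H929 with DMSO and 258 with 5′aza. In MM1S, the numbers were 215 with DMSO and 261 with 5′aza. OPM2 had 249 with DMSO and 274 with 5′aza, and 8226 had 214 and 248. On all 8 arrays 176 miRNAs were detected, and 867 were detected on none.
For the values below, the signal of each array was divided by its 75th percentile over these 176 miRNAs and put back on a common level. The treated array was then set against the DMSO array of the same line. The ratio of the 75th percentiles, 5′aza over DMSO, was 0.31 on the log2 scale in H929, 1.27 in MM1S, 0.82 in OPM2 and 0.18 in 8226, so the choice of scaling matters most in MM1S. Where a miRNA was detected on only 1 array of a pair, it was compared with the lowest scaled signal among the miRNAs detected on the other array, and the fold change is given as a lower bound (at least N-fold). The bound takes the undetected signal to be no higher than that lowest signal, which was not measured for each miRNA. It also depends on the scaling and on how the spots are summarised. No fold change was computed where neither array detected it or where the bound was under 1. The median within-array error of a log2 ratio was between 0.171 and 0.185 across the lines and covers spot-to-spot error only, not separate cultures.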

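Among the 176 miRNAs detected on all 8 arrays, 25 rose in all 4 lines after 5′aza and 80 fell in all 4, while 71 went both ways. In all, 59.7% moved the same way in every line. From the share that rose and the share that fell in each line, independent lines would give 23.3%. The direction rests on the scaling. Without any scaling, 70 rose and 2 fell in all 4 lines.
The log2 ratios of the lines were set against each other across these miRNAs, which are not independent replicates. Spearman's rho was 0.75 between H929 and MM1S, 0.69 between MM1S and 8226, 0.62 between H929 and OPM2, 0.60 between H929 and 8226, 0.43 between MM1S and OPM2, and 0.36 between OPM2 and 8226. The median of the 6 values was 0.61, and it was 0.43 without H929.
A linear model with cell line as a block (limma, Benjamini-Hochberg adjusted p under 0.05) was fitted to the 249 miRNAs detected on at least 4 arrays, with undetected values at the lowest detected signal of their array. It called 41 miRNAs higher and 18 lower after 5′aza. The split depends on the values used. The share of higher calls was 69.5% here, 96.5% without scaling (55 higher and 2 lower) and 42.9% with the deposited log2 table (18 higher and 24 lower). Without the pairing by cell line, 20 were called higher and 0 lower by limma, with 3 lower at an unadjusted p under 0.05. With MM1S left out, 31 were higher and 3 lower.
Of the calls detected on all 8 arrays that moved the same way in every line, the highest were miR-1246, miR-630, miR-1207-5p, miR-642b and miR-3679-5p. The log2 fold change of miR-1246 was 2.92 (standard error 0.38, adjusted p = 4.9e-05 from limma, higher in 4 of 4 lines), and that of miR-1207-5p was 1.89 (standard error 0.33, adjusted p = 0.0003 from limma, higher in 4 of 4 lines). miR-642b had a log2 fold change of 1.77 and miR-3679-5p of 1.73. Calls detected on fewer arrays are outside this ranking, and some changed more, in both directions. One is miR-210, picked out after its value was seen, at -3.29 (standard error 0.55, adjusted p = 0.00025 from limma). It was detected on 7 arrays, with the undetected one at the floor, and was lower in 4 of 4 lines. Its values with other scalings are not reported here. Among the ranked calls, the lowest were miR-9 at -1.26, miR-33a at -1.20, miR-148a at -1.13, miR-1274a at -1.10 and miR-1260 at -1.09. Each of these 5 fell furthest in MM1S, by 2.27 to 2.74 on the log2 scale, and the adjusted p from limma lay between 0.016 and 0.04. limma called none of these 5 without scaling (adjusted p from 0.23 to 0.43), with the deposited log2 table (0.059 to 0.17), with undetected miRNAs as listed (0.13 to 0.18) or without the pairing by cell line (0.36 to 0.52), and 2 of them, miR-33a and miR-1274a, with MM1S left out. Of the 5 highest, 5 were called without scaling, 4 with MM1S left out, and 3 with the deposited log2 table, with undetected miRNAs as listed and without the pairing. An alternative chosen after seeing the data took undetected miRNAs as the log2 table lists them. With it limma called 1 of the 5 highest (adjusted p from 0.064 to 0.11 for the other 4). The 5 highest and 5 lowest were detected on all 8 arrays, so listing undetected miRNAs left their own ratios unchanged. What moved was the variance that limma shares across miRNAs, and with it the adjustment. With only miRNAs detected on all 8 arrays tested, limma called all 5 highest and all 5 lowest. The adjusted p of a miRNA thus rests in part on the other miRNAs tested.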

5′aza produced widespread and consistent change in miRNA expression. 74 miRNAs were upregulated by 1.5 fold or more, in at least 2 cell lines. These miRNAs were scattered on all chromosomes except chr17 and Y chromosome, with a few instances of multiple miRNAs in close proximity being simultaneously upregulated. 

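From the scaled signals, 68 human miRNAs were up 1.5-fold or more in at least 2 of the 4 cell lines after 5′aza, and 63 were down by as much in at least 2 lines. In H929, 60 were up and 30 down. In MM1S, 63 were up and 145 down. In OPM2 there were 72 up and 40 down, and in 8226 there were 74 up and 45 down. Many rises came from miRNAs that the DMSO array did not detect. Of the 68 miRNAs, 34 were up in at least 2 lines in which both arrays detected them, 9 in 1 such line and 25 in none. With only lines in which both arrays detected the miRNA, which leaves out every rise from undetected, 34 were up and 58 were down.
The count moved most, among the choices of scaling, when no scaling was applied, with 108 up and 12 down, so that rises made up 90% of the changes in place of 51.9%. All of the 68 were among these 108. With the median of the same 176 miRNAs as the scale, 68 were up and 87 down. No test was made for a single line, since each had 1 array per treatment.

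**Figure D1:**
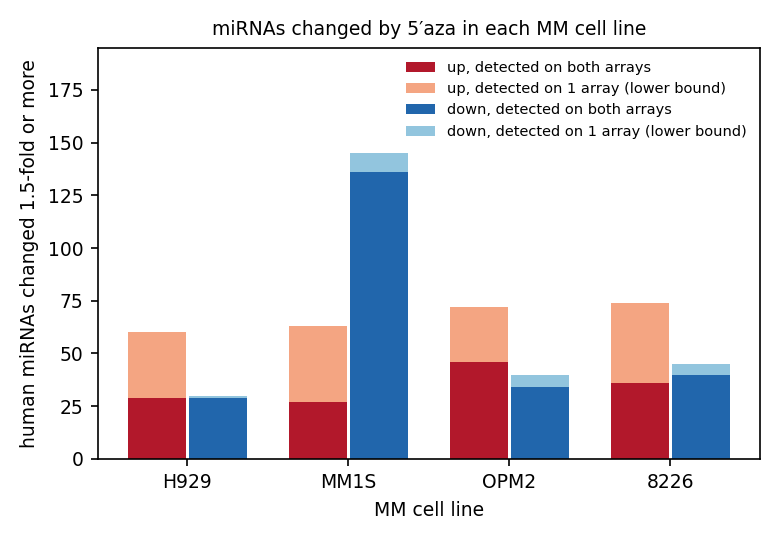
Number of human miRNAs changed 1.5-fold or more by 5′aza in each MM cell line, up in red and down in blue. Dark parts are miRNAs detected on both arrays of the line and light parts are miRNAs detected on 1 array, whose fold change is a lower bound. MM1S has 145 down, against 30 to 45 in the other lines, while rises number 60 to 74.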

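The names of the 68 miRNAs that rose 1.5-fold or more in at least 2 lines were looked up in the RefSeq genes of GRCh38.p14, which was used for names and neighbours only, because the arrays were designed on another build. A miRNA gene was found for 67 of them, and 6 had more than 1 gene copy. Counting genes within 10 kb of each other, 2 pairs of these miRNAs were neighbours. One pair was MIR200C and MIR141, and both miR-200c and miR-141 were up in 2 lines. The other was MIR215 and MIR194-1, and both miR-215 and miR-194 were up in 3 lines. miR-194 has 2 gene copies with 1 mature product, so the array cannot tell which copy gave the signal. miR-141 is named here because it lies in 1 of the 2 pairs, which was seen only after the values were known.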

(Supplementary Table S1) Among the miRNAs commonly upregulated by 5′aza, miR-125a-3p, miR-135a*, miR-188-5p, miR-198, miR-200c and miR-155 were reported previously to be under-expressed in MM as compared with normal plasma cells.[14, 15] MiR-135a*, miR-188-5p, miR-663 and miR-483-5p were downregulated in plasma cell leukemia.[16] Moreover, miR-483-5p, miR-663 and miR-630 had been reported to have tumor suppressor properties in other cancers.[17-19] These 9 miRNAs were selected as leading TS-miRNA candidates. 

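Of the 9 candidates, 8 were up 1.5-fold or more in at least 2 lines and 6 in all 4 lines. The remaining one, miR-198, was at least 2.55-fold up in 8226 and at least 1.19-fold up in MM1S. Table 1 lists 30 fold changes. In 13 of these, both arrays of the line detected the miRNA, and in the other 17 the DMSO array did not, so only a lower bound can be given. The 6 entries that Table 1 leaves without a value were undetected on both arrays.
miR-630 was the candidate detected on all 8 arrays. Its scaled signal rose from 67.7 to 188.1 in H929, from 33.5 to 827.2 in MM1S, from 98.6 to 309.2 in OPM2 and from 116.9 to 1027 in 8226. These are log2 ratios of 1.47, 4.63, 1.65 and 3.14, with a mean of 2.72 ± 1.47 (SD, n = 4 lines). limma gave a standard error of 0.43 and an adjusted p of 0.00015, and the miRNA was higher in 4 of 4 lines. For a single miRNA the exact sign-flip permutation test over 4 lines gives a two-sided p of 0.13, the smallest that 4 lines allow.
miR-188-5p was up 2.77-fold in H929, 3.44-fold in OPM2 and 6.66-fold in 8226, and at least 20.9-fold in MM1S. miR-483-5p was up 2.77-fold in H929, at least 10.72-fold in MM1S, at least 9.42-fold in OPM2 and at least 22.3-fold in 8226. miR-663 was up at least 6.12-fold in H929 and at least 15.4-fold in MM1S, where DMSO arrays did not detect it, 2.19-fold in OPM2 and 4.11-fold in 8226. miR-135a* was up 5.21-fold in MM1S and 5.73-fold in OPM2, at least 3.55-fold in H929 and at least 3.33-fold in 8226. miR-125a-3p was detected on all 4 treated arrays and on no DMSO array, and was up at least 2.57-fold in H929, 4.40-fold in MM1S, 4.29-fold in OPM2 and 6.61-fold in 8226. These 5 and miR-630 were all called higher by limma with an adjusted p of 0.00015 or less, and the other 3 were detected on too few arrays to be tested. miR-155 was up 2.41-fold in MM1S and at least 1.82-fold in H929. miR-200c was up at least 1.65-fold in MM1S and at least 4.55-fold in 8226. These bounds are not fixed limits. With the summary of spot signals, the bound was 2.09 for miR-663 in H929 and 1.76 for miR-125a-3p in OPM2. With the deposited log2 table and the floor, it was 1.10 for miR-135a* in 8226. Without scaling these 3 bounds were higher than here, at 7.57, 7.58 and 3.78.
Of the 28 miRNAs named beforehand from the study, 18 could be tested. The number called was 7 over all miRNAs tested, and 7 adjusted over the list alone, which is not independent evidence for the 9 candidates because the study chose them on these samples. Of the 6 candidates tested, 4 were not called with normexp background correction at an offset of 50, an alternative chosen after seeing the data, with log2 fold changes of -0.17 for miR-125a-3p, -0.13 for miR-135a*, 0.20 for miR-483-5p and 0.05 for miR-663. The offset makes up most of their signal on the DMSO arrays, which was 70.3 to 79.3 with it, and draws their ratios together. Before scaling, the signal of each of the 4 was higher with 5′aza in 4 of 4 lines, so these lost calls do not tell whether the miRNAs changed. With undetected miRNAs as listed, limma did not call miR-630, miR-663, miR-188-5p and miR-483-5p (adjusted p from 0.051 to 0.16), and with the deposited log2 table it did not call miR-135a* and miR-630 (adjusted p = 0.059 for both). From the changes in Table 1 and from earlier reports on these miRNAs, the paper selects the 9 as its leading TS-miRNA candidates.

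**Figure D2:**
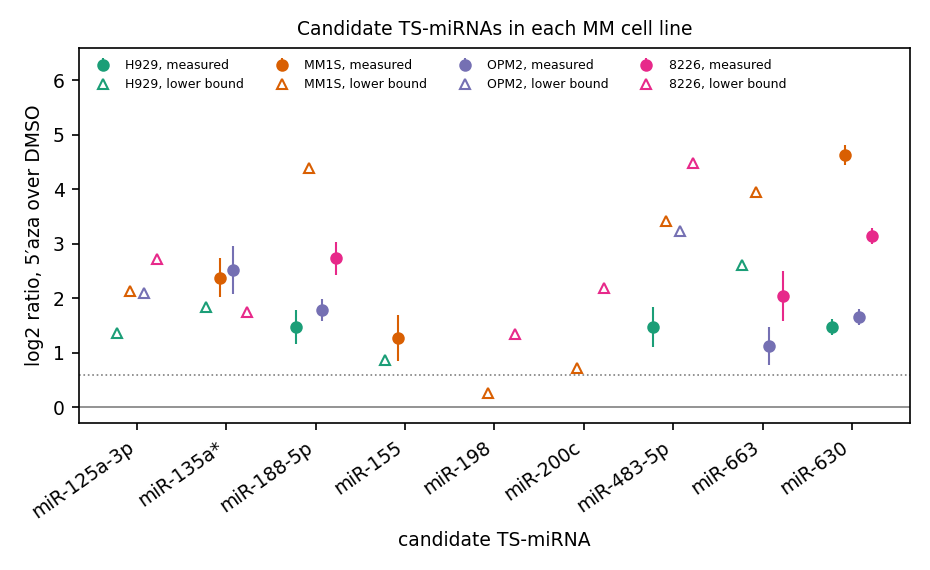
log2 ratio of 5′aza over DMSO for the 9 candidates in each MM cell line. Filled circles were detected on both arrays and carry the within-array error, open triangles are lower bounds because the DMSO array did not detect the miRNA, the solid line is no change and the dotted line is 1.5-fold. The highest point is miR-630 in MM1S at 4.63, and the lowest is the bound of miR-198 in MM1S at 0.25.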

(Table 1) The result of miRNA array was validated using TaqMan miRNA assay (Supplementary Figure S1). To validate that the upregulation of miRNA was due to demethylation, Methylation-Specific PCR was conducted on representative miRNAs with clearly defined CpG islands near the transcription start site (TSS) of the miRNA or its host gene. Indeed, 5′aza treatment reduced the ratio of overall methylated molecules to unmethylated molecules (Supplementary Figure S2).

**Table 1:** Expression change of selected candidate TS-miRNAs after 5′aza treatment in four human myeloma cell lines

	H929		MM1S		OPM2		8226	
systematic name	Fold Change	Regulation	Fold Change	Regulation	Fold Change	Regulation	Fold Change	Regulation
hsa-miR-125a-3p	35.19	up	126.42	up	54.71	up	102.25	up
hsa-miR-135a*	55.11	up	5.36	up	10.97	up	37.37	up
hsa-miR-188-5p	2.67	up	618.7	up	2.84	up	6.17	up
hsa-miR-155	8.52	up	2.6	up	n.d.		n.d.	
hsa-miR-198	n.d.		13.22	up	n.d.		14.41	up
hsa-miR-200c	n.d.		36.26	up	n.d.		55.71	up
hsa-miR-483-5p	2.6	up	297.01	up	131.91	up	343.55	up
hsa-miR-663	107.25	up	445.96	up	2.01	up	2.9	up
hsa-miR-630	2.63	up	50.31	up	2.72	up	7.14	up

### miRNAs consistently upregulated by 5′aza are frequently hypermethylated in MM patients

Hypermethylation of CpG sites within the promoters (often marked by presence of CpG islands) of genes is often associated with suppression of transcription, a feature often found in human cancers.[20] Recent studies have shown that not only in promoters, the hypermethylation of CpG sites in CpG island shores as well as intragenic and intergenic CpG sites can also lead to silencing.[21-23] Therefore, the methylation status of CpG sites near the TSS of pre-miRNAs, both upstream and downstream, and host genes of the 9 TS-miRNA candidates was examined in 17 clincal MM samples and 5 normal controls profiled using Illumina methylation 450 array. Consistent increase in methylation level was observed in all 9 TS-miRNA candidates, as compared with healthy controls (Figure 1 and Supplementary Table S2).

**Figure 1:**
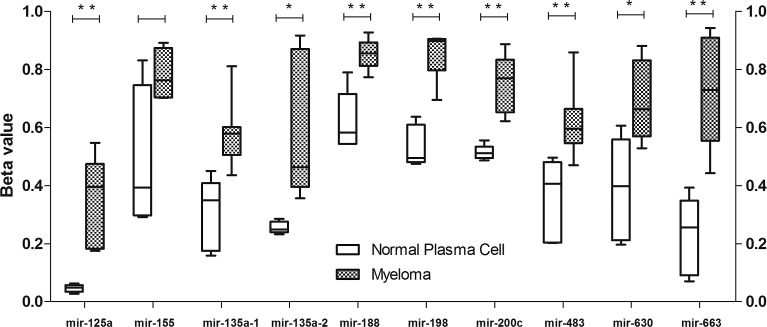
Methylation analysis of miRNA-associated CpG sites in myeloma patients and normal plasma cells Methylation data was presented as beta values, with 0 indicating 0 % DNA methylation and 1 indicating 100 % DNA methylation. The data was presented using box plot where the upper and lower whiskers denoted maximum and minimum data respectively. Student's t-test was used for p-value calculation. Asterisk (*) denotes p<0.05 and (**) denotes p<0.01.

### *In silico* functional analysis of predicted targets of candidate TS-miRNAs

To explore the mechanism of action for these candidate TS-miRNAs, we next analyzed the predicted mRNA targets of each miRNA. To reduce false positive predictions, only those genes predicted by at least half of available algorithms were selected for further analysis. 1354 unique genes were predicted to be the targets of the 9 leading candidate TS-miRNAs. Among these targets, 215 were upregulated in MM compared with normal PCs in a large public Myeloma Gene Expression Profile dataset [24] (Myeloma Institute for Research and Therapy, University of Arkansas for Medical Sciences, GEO accession number GSE2658; using a cutoff of 1.5 fold and corrected p-value of 0.005). These 215 genes (Supplementary Table S3) included oncogenes such as CCND1, BCL9, and WHSC1. The details of their upregulation in MM and their functional relevance in cancer were listed in Supplementary Table S4.

Gene Set Enrichment Analysis (GSEA) [25] of Molecular Signatures Database V3.0 showed significant enrichment of four gene sets in MM-normal phenotype comparison using the 215-gene list, including “genes downregulated in MM cell lines treated with demethylating agent decitabine and HDAC inhibitor TSA”,[26] which was consistent with miRNA target prediction since the downregulation could be attributed to the re-expression of miRNAs upon treatment, which in turn repressed the expression of their targets (Supplementary Table S5).

KEGG pathway analysis[27] revealed significant enrichment of the 215 predicted targets in Adherens junction pathway (p=0.032) among others (Supplementary Table S6), suggesting involvement of these genes in cell adhesion and migration.

### Restoration of miRNA expression reduced cell viability, migration and colony formation

To directly assess the functional relevance of these miRNAs, synthetic mimic of these miRNAs were transfected into MM cells. Their re-expression was confirmed by TaqMan miRNA assay. CellTiter-Glo assay revealed significant, 10-20% decrease in number of viable cells 48 and 72 hours after transfection, compared with negative control (non-targeting sequence based on *C.elegans* miRNAs) (Figure 2).

**Figure 2:**
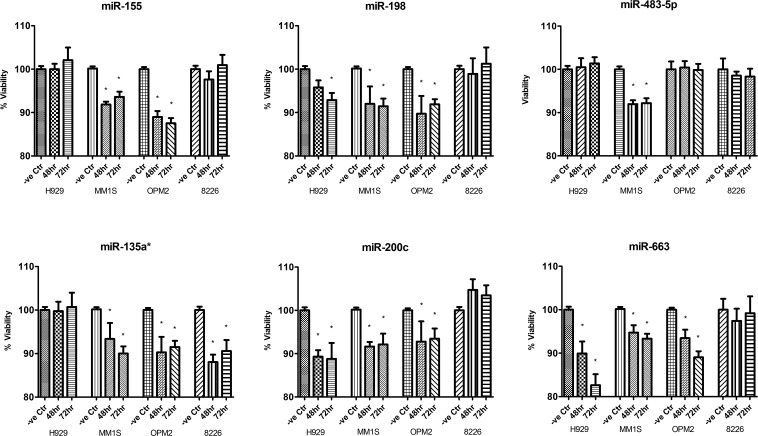
CellTiter-Glo assay measuring cellular viability of MM cells after overexpression of miRNA mimics compared with MM cells transfected with non-targeting miRNA mimics Each mimic was transfected three times in independent experiments and each sample was assayed in triplicate. The data were presented as mean +/− SEM. –ve Ctr: non-targeting miRNA mimic control; Asterisk (*) denotes statistically significance p<0.05.

Migration assay was conducted to compare the effect on migration of the miRNAs. The result showed significant repression of MM cell migration by miR-155, miR-198, miR-135a*, miR-200c, miR-483-5p and miR-663 (Figure 3A), Furthermore, the effect of miRNA on clonogenicity was examined using colony formation assay. MiR-155, miR-198, miR-200c, miR-483-5p and miR-663 significantly suppressed colony formation in MM cells (Figure 3B). The result of functional study was summarized in Table 2.

**Figure 3:**
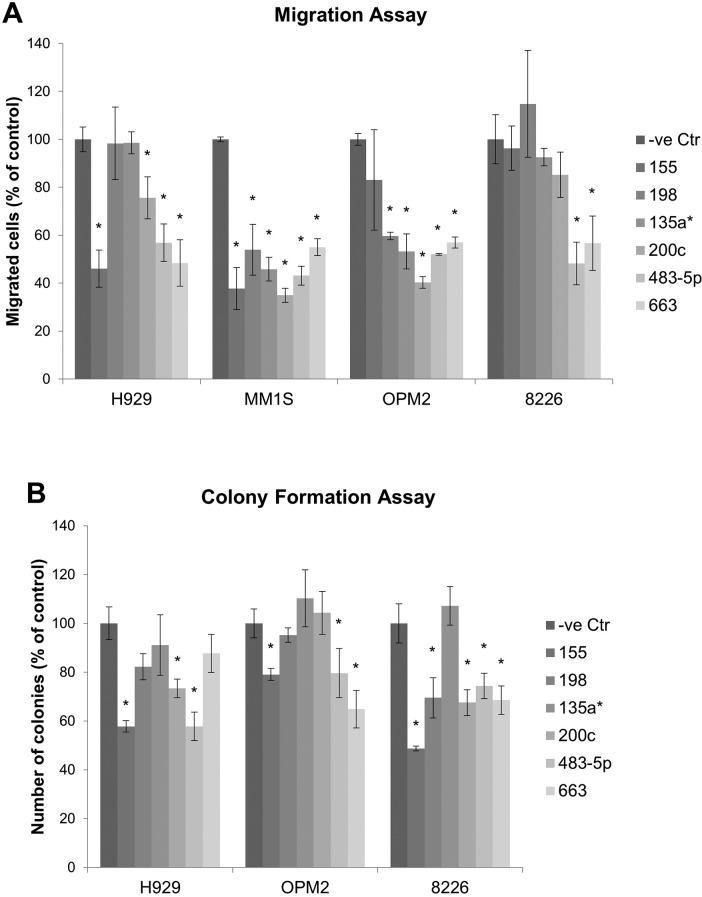
Migration and colony formation assay measuring the effect of miRNA mimic on migration and colony formation of MM cells (**A**). Migration assay comparing the migratory ability of MM cells transfected with miRNA to negative control. (**B**). Colony formation assay. MM1S cells formed very few colonies and were excluded for the assay. Each experiment was performed in triplicate. The data were presented as mean +/− SEM. Asterisk (*) denotes statistical significance p<0.05.

**Table 2:** Summary of functional study of selected miRNA candidates

	Viability				Migration				Colony Formation		
	H929	MM1S	OPM2	8226	H929	MM1S	OPM2	8226	H929	OPM2	8226
miR-155		+	+		+	+			+	+	+
miR-198	+	+	+			+	+				+
miR-483-5p		+			+	+	+	+	+	+	+
miR-135a*		+	+	+		+	+				
miR-200c	+	+	+		+	+	+		+		+
miR-663	+	+	+		+	+	+	+		+	+

“+” **denotes observed suppression of viability/migration/colony formation.** MM1S did not form any colonies.

### Gene expression signature of TS-miRNA target genes is associated with patient survival

To assess the clinical relevance of the predicted miRNA targets, the association between survival and expression of the 215 genes was tested in UAMS dataset (GSE2658). Of 33 genes independently associated with survival (p<0.05, Cox regression, Supplementary Table S7), 19 showed positive association such that higher expression made patient riskier (C^+^ group) whereas 14 showed negative association (C^−^ group). The survival signature was constructed using all 33 genes. The risk score (RS) for each sample was calculated as RS = U – D where U = median (E_C+_) and D = median (E_C−_) where E_C+_ is the median expression level of C^+^ group probesets/genes and E_C−_ is the median expression level of C^−^ group probesets/genes. The survival association was tested by grouping RS values of a dataset in 4 equally-spaced levels. As expected, the signature was strongly associated with overall survival in the UAMS dataset (Figure 4A). Two other independent myeloma datasets HOVON (GSE19784) and APEX (GSE9782) were used to validate the prognostic significance of the signature.[28, 29] Again it was strongly associated with survival with Hazard Ratio (HR) of 1.51, 95% Confidence Interval (CI) of [1.25-1.82] and p-value of 2.11 × 10^−5^ in HOVON dataset, and HR of 1.43, 95% CI [1.2-1.7] and p-value of 5.28 × 10^−5^ in the APEX dataset (Figure 4B and 4C).

**Figure 4:**
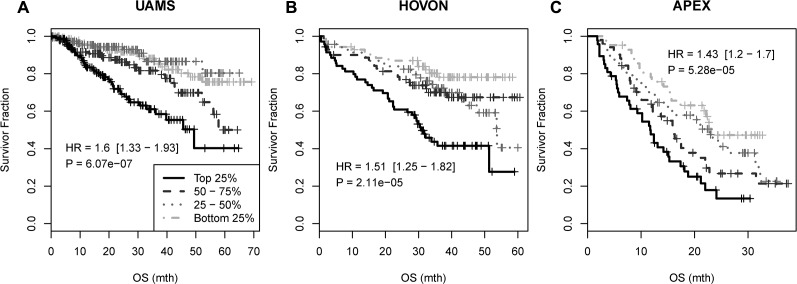
Survival association of the 33-gene signature in UAMS, HOVON and APEX myeloma datasets The survival association was tested by grouping RS values of a dataset in 4 equally-spaced levels: OS: overall survival.

## DISCUSSION

Several studies have shown that miRNAs are critical players in MM. A number of oncogenic and TS-miRNAs have been identified. For example, miRNA-17 ~ 92 cluster is overexpressed in MM patients and has oncogenic properties [14], whereas the silencing of tumor suppressor miR-194-2-192 miRNA cluster impairs the p53/MDM2 pathway and favors MM development. Epigenetic silencing, primarily DNA hypermethylation, has been established as a major cause for the repression of at least half of the TS-miRNA identified so far in MM, including miR-34 family, miR-194-2-192 cluster, and miR-203. In this study, we adopted a systemic approach in identifying TS-miRNAs epigenetically silenced in MM by treating MM cells with pharmacological compounds that reverse the silencing process. 

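Across the 4 HMCLs, 33 miRNAs were up 1.5-fold or more in every line after 5′aza and 48 in at least 3, while 5 were down by as much in every line and 22 in at least 3. Leaving out 1 line at a time, the miRNAs up in at least 2 of the remaining lines numbered between 55 and 63. The number down in at least 2 lines lay between 23 and 54 and was lowest without MM1S. At a threshold of 2-fold, 50 were up and 15 were down in at least 2 lines.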

We show that hypomethylation treatment induced consistent upregulation of miRNAs in 4 HMCLs with distinct genetic background. These miRNAs include known TS-miRNAs silenced by hypermethylation, such as miR-192, miR-194 and miR-215 (listed in Supplementary Table S8). 

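miR-192 was detected on 7 arrays, miR-215 on 6 and miR-194 on 5. miR-192 was up 1.31-fold in H929, 1.88-fold in OPM2 and 1.46-fold in 8226. miR-194 was up 2.90-fold in OPM2, 2.06-fold in 8226 and at least 2.46-fold in H929. miR-215 was up 2.31-fold in H929, 1.82-fold in OPM2 and 1.54-fold in 8226. In MM1S, neither array detected miR-194 or miR-215, and miR-192 was detected only with 5′aza, at a scaled signal of 2.60, under the lowest detected on the DMSO array, 3.26. Without scaling it was 3.17 and the lowest was 1.64, which would make it a rise. The within-array error of these measured log2 ratios was between 0.21 and 0.53. Over the 4 lines limma called none of the 3, with log2 fold changes of 0.38, 0.63 and 0.34 and adjusted p of 0.33, 0.25 and 0.5 for miR-192, miR-194 and miR-215. For miR-194 and miR-215 these values include a fall in MM1S from the floor of 3.26 on the DMSO array to the floor of 1.28 on the treated array, which is no measurement. The value of miR-192 includes a fall in MM1S from the same DMSO floor to its treated signal of 2.60, which is no measured fall either. Without MM1S, limma called miR-194 (log2 fold change 1.29, adjusted p = 0.019) and miR-215 (0.90, adjusted p = 0.044) and did not call miR-192 (0.62, adjusted p = 0.092). With all 4 lines but no scaling, limma called miR-192 (1.03, adjusted p = 0.028). The same held with median-ratio scaling (0.61, adjusted p = 0.047) and total-signal scaling (0.96, adjusted p = 0.025), both chosen after seeing the data. limma did not call miR-192 with the median of common miRNAs as the scale (0.36, adjusted p = 0.28) or with quantile normalization (0.47, adjusted p = 0.12). With the deposited log2 table in place of the scanner values, the log2 fold changes were -0.40, -0.32 and -0.04 with the floor kept, and 0.75, 1.51 and 0.85 with undetected miRNAs as that table lists them, an alternative chosen after seeing the data, and none was called. In RefSeq's GRCh38.p14 genes, MIR192 neighbours MIR194-2 and MIR215 neighbours MIR194-1. The star forms miR-192* and miR-194* were detected on no array.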

At the same time, many other miRNAs were unmasked, including miR-125a-3p, miR-155, miR-135a*, miR-198, miR-200c, miR-188-5p, miR-630, miR-663 and miR-483-5p. These miRNAs were either downregulated in MM patients, or had tumor suppressor functions in other cancers as reported previously. These were therefore selected for further analysis.

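Detection itself differed between the treated and the DMSO arrays. In H929, 33 miRNAs were undetected with DMSO and detected with 5′aza, and 2 went the other way. The numbers were 55 and 9 in MM1S, 33 and 8 in OPM2, and 42 and 8 in 8226. In at least 2 lines 38 miRNAs became detected, in all 4 lines 10 did, and 4 were lost in at least 2 lines. Of the 9 miRNAs named, 8 became detected in at least 1 line. The software made these calls on signals before scaling. Before scaling, every treated array was brighter than its DMSO array, by the 75th percentile over the miRNAs detected on all arrays. The rise was largest in MM1S, at 1.27 on the log2 scale, and MM1S also gained the most detections. Treatment, array brightness and position on the slide therefore cannot be told apart as sources of the gains.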

Human myeloma cell lines are mostly representative of advance disease and those from extramedullary sites. It is not clear whether these miRNAs were methylated in newly diagnosed myeloma. Therefore, we investigated the methylation status of the 9 candidate TS-miRNAs in 17 clinical myeloma samples consisting of 16 newly diagnosed and 1 relapsed case, comparing against 5 normal controls. Methylation array revealed DNA hypermethylation of these candidate TS-miRNAs in myeloma patients, suggesting that hypermethylation may contribute to their suppression in the clinical setting. Methylation of miR-155 is also identified in another recent study, and higher miR-155 level is associated with longer survival.[30]

MiR-155 is known to have oncogenic properties in B cell lymphomas [31] and other cancers.[32, 33] At the same time, it is also reported that miR-155 acted as tumor suppressor in cancers such as gastric cancer,[34] ovarian cancer [35] and melanoma,[36] suggesting that miR-155 is a multifunctional miRNA depending on cancer system. Consistent with its context-dependent function, In myeloma, ectopic expression of miR-155 reduced cell viability in MM1S and OPM2 cells but not H929 and 8226 cells. Moreover, we report tumor suppressor functions of miR-198, miR-135a*, miR-200c, miR-663 and miR-483-5p in myeloma, that they reduced cell viability, migration and colony formation. These miRNAs are predicted to target oncogenes such as CCND1, BCL9, HGF, and WHSC1. CCND1 is a positive cell cycle regulator that is frequently overexpressed in MM and other cancers;[37, 38] BCL9 confers enhanced proliferation and metastatic properties to cancer cells;[39] HGF enhances migration and survival of MM cells;[40] WHSC1 promotes cell cycle progression and adhesion of MM cells.[41, 42] Furthermore, we show that the predicted targets could potentially be of prognostic significance, as it contains signature that strongly associated with patient survival in several myeloma datasets.

Zhang et al have recently reported global miRNA suppression by methylation in myeloma, and specific miRNAs upregulated by another hypomethylating agent 5-aza-2′-deoxycytidine.[43] However, miRNAs discovered are different in the two studies. This apparent discrepancy may be explained by two factors. First, the platform used for miRNA expression profiling was different. We used oligonucleotide probe based Agilent array that covers all human miRNAs based on miRBase V16, while the other study used a different system and the miRBase coverage was not clear. Second, the other study used relapsed/refractory patient samples whereas our study used mostly newly diagnosed patient with higher number of samples. Investigation using standardized technology and larger patient cohorts may help addressing the discrepancy observed.

MiR-29b is another established tumor suppressor miRNA in myeloma.[44-47] The expression of miR-29b varies widely in MM, PCL and HMCL with reasons unclear.[48] 

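miR-29b was detected on all 8 arrays at a scaled signal between 494.9 and 1256. After 5′aza it was 1.43-fold higher in H929 and 1.70-fold higher in OPM2, the lines given 2 μM. In the lines given 1.5 μM, the log2 ratio was -0.46 in MM1S and -0.16 in 8226. The within-array error of each log2 ratio was 0.17. The mean log2 ratio was 0.17 ± 0.57 (SD, n = 4 lines), higher in 2 of 4 lines (exact sign-flip permutation test, two-sided p = 0.625), and limma did not call it. The direction in MM1S and 8226 follows the scaling. Without scaling the log2 ratios were 0.82, 0.81, 1.59 and 0.02 in H929, MM1S, OPM2 and 8226, and with the deposited log2 table they were 0.93, 0.75, 0.73 and 0.09, all upward. The star form miR-29b-1* was up 3.84-fold in H929, 1.20-fold in OPM2 and 1.13-fold in 8226 and at least 2.95-fold down in MM1S, where the signal was 1.90 before scaling against a lowest detected signal of 1.56 on the treated array, and miR-29b-2* was detected on no array.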

We report that miR-29b can be consistently upregulated by 5′aza. (Supplementary Table S1) Moreover, increased methylation of mir-29b was observed in MM patients compared with normal plasma cells, (data not shown) suggesting that abnormal DNA methylation may be responsible for lower miR-29b level in subgroup of MM patients.

In summary, we show that pharmacological reversal of epigenetic silencing uncovered TS-miRNAs that are important for the survival and migration of malignant plasma cells, many for the first time. Furthermore, these epigenetically silenced TS-miRNA are clinically relevant as they are hypermethylated and suppressed in patient samples. Their predicted target genes are known to be relevant to the biology of myeloma and was found in our study to be important for prognosis. We acknowledge that false positives cannot be ruled out for miRNA targets predicted bioinformatically. Follow-up study on experimental validation and functional characterization of predicted miRNA targets is needed to elucidate the mechanism of action of TS-miRNAs.

Overall, our study provides further evidence that many of the deregulated miRNAs in myeloma are functionally relevant and epigenetic silencing is an important mechanism mediating their deregulation. This may have important therapeutic implications in two ways. One this provides a basis for the utility of epigenetic drugs in myeloma, both in derepressing epigenetically silenced tumor suppressor genes but perhaps more importantly because of the more extensive downstream effect, the depression of TS-miRNA. Second, with the advent of miRNA-based therapy, pharmacologic unmasking is an effective strategy in uncovering tumor suppressor miRNAs that may be novel therapeutic targets in myeloma.

## MATERIALS AND METHODS

### Cell culture, 5′aza treatment and miRNA overexpression

Human MM cell lines H929, MM1S, OPM2 and RPMI-8226 were maintained in RPMI 1640 (Life Technologies, Carlsbad, CA), supplemented with 10% fetal bovine serum (FBS), 1 mM L-glutamine, 100 units/ml penicillin and 100 mg/ml streptomycin. H929 was supplemented with 2-mercaptoethanol at a final concentration of 50μM. All cells were grown at 37°C in a humidified atmosphere with 5% CO_2_. All cells were gifts from Dr. Leif Bergsagel, Mayo Clinic, Scottsdale, Arizona, and authenticated before use. 5′azacytidine was purchased from Sigma-Aldrich (St. Louise, MO, USA) and was diluted just before use. For miRNA microarray, MM cells were treated with 5′aza at half maximal inhibitory concentration (IC_50_) which was determined with CalcuSyn software (Biosoft, Cambridge, United Kingdom) as previously described.[49] IC_50_ of 5′aza was 2μM for H929 and OPM2, and 1.5μM for MM1S and 8226 cells. Fresh medium containing 5′aza was added every 24 hours and cells were harvested at 96 hours after initial treatment. For miRNA functional study, miRNA mimics and negative control (Thermo Scientific, Waltham, Massachusetts, USA) were transfected into MM cells using DharmaFECT transfection reagent at a final concentration of 100nM. The efficiency of transfection was validated by TaqMan miRNA assay.

### RNA extraction and miRNA expression profiling

Total RNA, including small RNAs was extracted using MiRNeasy Kit (Qiagen, Valencia, CA). The purity of RNA was assessed by Nanodrop spectrophotometer (Thermo Scientific, Wilmington, DE) and the integrity was assessed by Agilent 2100 Bioanalyzer (Agilent Tech, Palo Alto, CA). All RNA samples showed high quality, without RNA degradation or DNA contamination. MiRNA expression profiling was using Agilent Human MiRNA Microarray (V16). Each array contained 60-mer probes representing 1205 human miRNAs from the miRBase (Version 16.0). Details of experimental procedure and data analysis were described in supplementary methods. Complete raw and normalized microarray data and their MIAME compliant metadata have been deposited at Gene Expression Omnibus (GEO) database under the accession number GSE53850.

### TaqMan miRNA assay

Real-Time RT-PCR quantification of mature miRNAs were carried out using TaqMan miRNA assay as previously described [50] using ABI 7300 Real-Time PCR system. (Applied Biosystems) U6 snRNA were used for normalization. All experiments were performed in triplicate. Relative expression was calculated using the comparative Ct method.

### Methylation profiling of patient samples

BM aspirates were obtained from 17 MM cases (16 newly diagnosed and 1 relapsed) with informed consent in accordance with the Declaration of Helsinki, and all studies were approved by National University of Singapore Institutional Review Board. CD138+ PCs were purified as described previously.[51] DNA extraction was done using QIAamp Mini kit (Qiagen). 5 normal control DNA from CD138+ PCs were provided by Dr. Rafael Fonseca and Dr. Gregory J Ahmann from Mayo Clinic, Arizona. DNA methylation data were generated using the Illumina Infinium Meth450K platform as per manufacturer's instructions. Illumina iDat files were imported in Partek Genomic Suite 6.0 for SWAN normalization [52] and subsequent analysis. Methylation data was presented as *β* values, with 0 indicating 0% DNA methylation and *β* values of 1 indicating 100% DNA methylation.

### miRNA target prediction

The target genes of the leading candidate TS-miRNAs were predicted using two online databases miRecords [53] and miRWalk.[54] These two databases integrated the prediction result of different miRNA target prediction algorithms including DIANA-microT, miRanda, PicTar, TargetScan, RNAhybrid, miRDB, RNA22, PITA, MicroInspector, NBmiRTar, miRWalk and miTarget. For each miRNA, targets commonly predicted by at least half of all available algorithms were selected for further analysis.

### Viability assay

The number of viable cells was determined using CellTiter-Glo Luminescent Cell Viability Assay (Promega, Madison MI, USA). Cells were seeded into 96-well plates at a density of 20,000 cells/well in 50-100ul culture medium. CellTiter-Glo reagent were added at 1:1 volume ratio. The plate was placed on a rocking platform for 2 minutes, and incubated at room temperature for 10 minutes before the luminescence signal was read in a plate reader (Tecan Infinite M200, Männedorf, Switzerland). Luminescence readings were background subtracted and normalized to control wells. Each experiment is performed with a minimum of three replicates.

### Migration assay

MM cells were diluted in RPMI 1640 without FBS in a ThinCert™ 8μM cell culture insert (Greiner bio-one, Frickenhausen, Germany) at a concentration of 10,000 cells per insert. The insert were placed into a well of a 24-well plate containing 750μl of full media containing FBS, and incubated in a 37°C in a humidified atmosphere with 5% CO_2_ for 18 hours. The inserts were removed and the cells that have migrated into the lower chamber were counted. Each experiment was performed in triplicate.

### Colony formation assay

Cells were diluted and mixed thoroughly in Methocult Methylcellulose media (Stemcell Technologies #4435, Vancouver, Canada) at a concentration of 5000 to 8000 cells per 2ml of Methocult media. It was then dispensed into the wells of 24-well plates at 0.5ml per well and incubated in a 37°C, humidified incubator with 5% CO_2_ for 1-2 weeks before colony counting. Each experiment was performed in triplicate.

### Statistical analysis

Two-tailed Mann Whitney U test was used to determine statistical significance between two groups of categorical variables. Cox regression was used to compare survival in groups with different risk score (RS) values. We also used Student's t-test, when appropriate. P-values less than 0.05 were considered to indicate statistically significant difference.

### Methylation-Specific PCR (MSP)

Detailed protocol is available in Supplementary Methods.

## SUPPLEMENTARY MATERIAL FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

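miRNA expression was measured on 8 Agilent human miRNA arrays, 1 with DMSO and 1 with 5′aza for each of the MM cell lines H929, MM1S, OPM2 and 8226. The authors deposited, for each array, the intensity of every spot and the total signal of every miRNA on a linear intensity scale, as Agilent's Feature Extraction software gives them, with background subtracted and without normalization between arrays. The software's call of detected or not for each miRNA was used as deposited. The authors also deposited a table of log2 values for the same 8 arrays. Quantile normalization of the log2 total signals over all human, viral and control entries gave back all 2114 detected values of that table to within 0.01, while undetected miRNAs, which are tied, differed by up to 0.14. For the analysis of the arrays the paper refers to its supplementary methods, which were not used here. All columns of that table matched a sample by name. Control spots were left out, and no spot of a miRNA was saturated. Between 1946 and 2361 spots of miRNAs per array carried an outlier call and were left out where spots were averaged. Each human miRNA had 1 to 4 probes, with a median of 40 spots.

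The number of arrays, 1 per line and treatment, limits the precision. Position on the slide and treatment cannot be told apart, and all arrays share 1 slide and scan, so no batch could be fitted. The cell line pairs the arrays, and the arrays of a line deviated together from the means of their treatments across the 249 miRNAs tested, with correlations of 0.84 in H929, 0.70 in MM1S, 0.85 in OPM2 and 0.83 in 8226.

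The total signal of each human miRNA was divided by the array's 75th percentile over the 176 human miRNAs detected on all 8 arrays, times the geometric mean of the 8 percentiles. Undetected values were then raised to the lowest scaled signal among the human miRNAs detected on that array, and log2 was taken last. Fold changes against an undetected array are lower bounds, if the undetected signal was no higher than that lowest signal. A miRNA counted as changed in a line at 1.5-fold or more. limma 3.58.1 in R 4.3.3 (lmFit and eBayes, with cell line as a block) tested the human miRNAs detected on at least 4 arrays, with Benjamini-Hochberg adjustment and a threshold of 0.05. Other steps were run in Python 3.11.15. On simulated data with the line means and residual spread of the 249 tested miRNAs, 60 of them changed by 2 on the log2 scale in 20 runs, limma recovered 93.5% of the changed miRNAs, and 3.3% of its calls were false. The simulated noise was independent between miRNAs and arrays, with no scaling difference between arrays and no floor. Smaller changes, such as the -1.26 to -1.09 of the 5 lowest named calls, were not simulated. These shares therefore do not carry over to the calls made here.

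The design, most alternatives and the rule for the miRNAs to name were fixed before the data were examined. The rule takes the 9 of Table 1, the others the paper names (miR-29b, miR-192, miR-194, miR-215, miR-203, miR-34b and miR-34c with their star or strand forms, and miR-17, miR-18a, miR-19a, miR-19b, miR-20a and miR-92a), and the 5 highest and 5 lowest log2 fold changes among limma calls detected on all 8 arrays and moving the same way in all 4 lines. miR-141, miR-210 and the viral miRNAs are named outside this rule. Alternatives covered the scaling, the signal summary, the background correction, the deposited log2 table, the treatment of undetected miRNAs, the thresholds, the filter, the block, the test and each line left out. The normexp alternative was planned on mean spot signals, which the files analysed here do not hold as a column, and was run on median spot signals instead, with an offset of 50. miRNA names were matched to the RefSeq genes of GRCh38.p14, and 1171 of the 1205 human miRNAs matched. The chromosomes of the miRNAs were not analysed here, because the arrays were designed on another build. The TaqMan, methylation, mimic and survival experiments were not analysed here.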

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

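The tests of the viral probes, of MM1S, of miR-1274a and of miR-29b in this part were chosen only after the results were seen. In 28 groups of 4 arrays or lines checked for a value far from the others, 3 stood apart, where chance gives about 1.4.

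MM1S stood apart from the other 3 lines. The median log2 ratio of the 176 miRNAs detected on all 8 arrays was -0.98 in MM1S, against -0.21 in H929, -0.13 in OPM2 and -0.21 in 8226, and 145 miRNAs were down 1.5-fold or more, against 30, 40 and 45. The tables speak for the scaling as a source. Without scaling the median was 0.29 in MM1S, against 0.10, 0.69 and -0.03, which puts MM1S 0.2 above the median of the other lines. The 75th percentile rose by 1.27 on the log2 scale in MM1S while its median ratio rose by 0.29, so dividing by the percentile moved most of its miRNAs down. Without scaling 26 miRNAs were down in MM1S. The ratios were also more widely spread in MM1S, with an interquartile range of 0.84, against 0.46 in H929, 0.80 in OPM2 and 0.61 in 8226. A larger response of this line remains open and was not tested.

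miR-1274a had a log2 ratio of -2.27 in MM1S, against -0.66 in H929, -0.78 in OPM2 and -0.67 in 8226. Without scaling it was -1.0 in MM1S, against -0.36, 0.04 and -0.49, and the gap from MM1S to the nearest line was 0.49 of the range, which no longer stands apart. It was still the lowest value, so a larger fall in MM1S remains open.

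miR-29b rose in both lines given 2 μM, by a mean of 0.64 on the log2 scale, and fell in both lines given 1.5 μM, with a mean of -0.31. The difference of 0.95 was not tested, and dose goes together with cell line in this design. Its size depends on the scaling, while its sign stayed positive. The difference was 0.92 with the median over common miRNAs, 0.79 with no scaling and 0.62 with median-ratio scaling. It was 0.41 with quantile normalization and with the deposited log2 table, and 0.22 with total-signal scaling. Of 6 other scalings, 1 kept the opposite directions. In the rest at least 1 of the 1.5 μM lines rose too. The scaling may therefore account for the opposite directions. Of the 176 miRNAs detected on all 8 arrays, 12 rose in both 2 μM lines and fell in both 1.5 μM lines, and 0 did the reverse. Dividing the lines into H929 and MM1S against OPM2 and 8226 gave 8 with opposite directions, and dividing them into H929 and 8226 against MM1S and OPM2 gave 2.

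Probes of viral miRNAs, which the paper's main text does not mention, rose after 5′aza. Of 142 viral miRNAs on the array, 24 were detected on at least 1 array, 9 were up 1.5-fold or more in at least 2 lines, and 1 was down by as much. hsv1-miR-H18 was detected on all 8 arrays, with log2 ratios of 1.19 in H929, 3.27 in MM1S, 1.64 in OPM2 and 2.41 in 8226. hsv2-miR-H10 had 1.01, 2.53, 1.09 and 1.79, and kshv-miR-K12-3 had 1.30, 2.09, 0.96 and 2.10 in the same lines. These 3 and the other viral miRNAs named here were picked out after their values were seen. The other 6 viral miRNAs detected on all 8 arrays, such as hsv1-miR-H6-3p with a mean log2 ratio of -0.48, were not up in 2 lines. The scaling is argued against, since at least 8 viral miRNAs were up in 2 lines under each of 4 scalings, and 11 without scaling. The floor for undetected miRNAs is argued against as the whole source, since 3 were up among lines in which both arrays detected them. Whether a brighter background on the treated arrays plays a part is not decided. The negative control spots were brighter on the treated array in 2 of 4 lines only. Their signal was taken after background subtraction, however, so it cannot show the background itself. Hybridisation of RNA other than the named viral miRNA is a candidate explanation, since the rises came from 4 viruses at once, and each of the 3 named above rose more in MM1S and 8226 than in H929 and OPM2, as miR-630 did. Whether the same holds for human probes was not tested. Expression of viral miRNAs by the lines remains open, since the viral status of the lines was not analysed here, and position on the slide goes together with treatment.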

How the results depend on the processing

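The alternatives that use normexp, median-ratio scaling, total-signal scaling or the log2 table as listed were chosen after seeing the data, as were the checks of the correlation between lines other than the one on miRNAs detected on at least 4 arrays. The planned normexp on mean spot signals was not run, and slide as a block does not apply to 1 slide. Scaling by the 75th percentile over all human miRNAs equals no scaling, because that percentile is the listed value of an undetected miRNA on every array, so both give the values named for no scaling. Except where a value or the construction of an alternative is named, the cause was not tested. normexp adds an offset of 50, and undetected miRNAs then have a median signal of 66.9, so it draws the ratios of dim miRNAs together and its values do not tell whether they changed.

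Rises in at least 2 lines, 68 here, were 108 with no scaling and with the 75th percentile over all human miRNAs, 45 with the summary of spot signals, 15 with normexp, 34 among lines in which both arrays detected the miRNA and 33 in all 4 lines. The last 2 count fewer lines by construction. The other alternatives stayed within 1.5 times of 68, and each line left out gave 55 to 63. Falls in at least 2 lines, 63 here, were 12 with no scaling, 98 with the deposited log2 table, with and without the floor, 26 with normexp, 35 with median-ratio scaling, 14 with total-signal scaling, 15 at 2-fold, 22 in at least 3 lines and 5 in all 4 lines. Leaving out each line gave 23 to 54 falls, lowest without MM1S. Rises made up 51.9% of these changes, against 90.0% with no scaling, 86.9% with total-signal scaling, 69.0% with median-ratio scaling, 44.1% with quantile normalization, 43.9% with the median and 37.6% with the log2 table with the floor. The number of falls, and whether rises outnumber them, therefore depends on the scaling.

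The 41 higher calls of limma became 14 with normexp, 18 with the deposited log2 table, 12 with that table as listed, 20 among miRNAs detected on all 8 arrays (fewer are tested), 20 without the replicate block, 1 by the methods' t-test after Benjamini-Hochberg and 0 by the exact Mann Whitney test after Benjamini-Hochberg. The 18 lower calls became 2 with no scaling, 38 with the summary of spot signals, 34 with normexp, 5 with the log2 table as listed, 11 with detection on at least 2 arrays, 0 without the replicate block, 9 with median-ratio scaling, 1 with total-signal scaling, 0 by the methods' t-test after Benjamini-Hochberg, 4 by the exact Mann Whitney test unadjusted and 0 by it after Benjamini-Hochberg. All 41 higher calls were also made with no scaling, and all 20 calls made without the pairing were among the 41. Before adjustment, limma without the block gave 36 higher and 3 lower at 0.05. The methods name a t-test and the Mann Whitney test, but the paper's main text does not tie either to the arrays. Here the t-test was paired by cell line and the Mann Whitney test was not. Without Benjamini-Hochberg, the t-test at the methods' threshold of 0.05 gave 39 higher and 18 lower. The exact Mann Whitney test gave 30 higher, each at its smallest two-sided p of 0.0286. Leaving out each line gave 31 to 40 higher calls and 3 to 20 lower calls, the fewest of both without MM1S. The share of higher calls was 69.5%, against 96.5% with no scaling, 97.1% with total-signal scaling, 81.2% with median-ratio scaling, 51.3% with the summary of spot signals, 48.8% among miRNAs detected on all 8 arrays, 42.9% with the log2 table and 29.2% with normexp. The median log2 fold change of the 249 miRNAs was -0.38, against 0.27 with no scaling, 0.20 with total-signal scaling and -0.15 with median-ratio scaling, so changes smaller than these shifts have no fixed direction.

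The median correlation between lines, 0.61, lay between 0.58 and 0.64 under the other values and sets of miRNAs, and between 0.43 and 0.69 with each line left out, lowest without H929.

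Among the named miRNAs tested by limma, 430 of the values under alternatives kept direction and side of the threshold, 86 lost the call, 12 gained one and 29 changed direction. With normexp, miR-125a-3p was -0.17, miR-135a* -0.13, miR-29b-1* -0.39, miR-192 -0.22, miR-194 -0.32 and miR-215 -0.28. In single lines, normexp gave miR-135a* -0.44 in MM1S and -0.02 in OPM2, miR-155 -0.56 in MM1S, miR-663 -0.10 in OPM2, miR-194 -0.03 in OPM2 and -0.11 in 8226, and miR-215 -0.12 in H929, -0.002 in OPM2 and -0.03 in 8226. The other changes of direction were in miRNAs that limma had not called. With the deposited log2 table, miR-29b-1* was -1.39, miR-192 -0.40, miR-194 -0.32 and miR-215 -0.04. With that table as listed, miR-29b-1* was -1.65 and miR-34b* 0.10. miR-29b-1* was also -0.26 with quantile normalization, -0.18 with the summary of spot signals and -0.79 with undetected miRNAs as listed, and it ranged from -0.37 to 0.79 with each line left out. miR-34b* was 0.57 with no scaling, 0.15 with quantile normalization, 0.07 with a floor of 1, 0.16 with median-ratio scaling and 0.50 with total-signal scaling, and -0.19 to 0.04 with each line left out. With no scaling, miR-20a was 0.01 and miR-92a 0.28, and with total-signal scaling miR-92a was 0.21. miR-29b ranged from -0.03 to 0.38 with each line left out.

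Low signal limits the candidates. The lowest detected scaled signal of an array was between 1.16 and 3.26, and 17 of the 30 fold changes in Table 1 set a signal against an array that did not detect the miRNA.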

Differences from the paper's values

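In 2 of the 30 fold changes of Table 1, the value computed here differed from the paper's by more than 1.5 times. For miR-630 in MM1S, the paper's value is 50.31-fold and the value here is 24.7-fold, detected on both arrays. Among the alternatives set before the data were examined, the value fell within 1.5 times of the paper's with no scaling, with the 75th percentile over all human miRNAs, with quantile normalization and with the deposited log2 table. It did not with the median over common miRNAs (26.0), with the summary of spot signals (27.4), with undetected miRNAs as listed or with a floor of 1 (both 24.7). Among the alternatives chosen after seeing the values, the median-ratio and total-signal scalings and the log2 table as listed came within that range, and normexp did not (9.51).

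For miR-135a* in OPM2, the paper's value is 10.97-fold and the value here is 5.73-fold. Among the alternatives set before the data were examined, no scaling, the 75th percentile over all human miRNAs and the deposited log2 table gave a value within 1.5 times of the paper's. The others did not, namely the median over common miRNAs (5.25), quantile normalization (4.03), the summary of spot signals (2.37), undetected miRNAs as listed (5.73) and a floor of 1 (5.73). Of those chosen after seeing the values, the log2 table as listed came within that range, and median-ratio scaling (5.75), total-signal scaling (6.05) and normexp (0.99) did not.

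The other 28 fold changes did not differ, counting a lower bound as different only where it exceeds 1.5 times the paper's fold. Of these, 17 are lower bounds, and a bound cannot show whether a larger fold is right. With the deposited log2 table as listed, with no floor for undetected miRNAs, an alternative chosen after seeing the values, all 30 equalled the paper's to within 0.01. The count of miRNAs up in at least 2 lines was 68 here, and the paper's is 74. It was 74 with undetected miRNAs as listed, set before the data were examined, and 74 with the log2 table as listed, chosen after seeing the values.

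The paper states that miR-29b was upregulated in a consistent way. Here it rose in 2 of 4 lines, with log2 ratios of 0.52 in H929, -0.46 in MM1S, 0.77 in OPM2 and -0.16 in 8226. It rose in all 4 lines with no scaling, with quantile normalization and with the deposited log2 table, all set before the data were examined, and with total-signal scaling and the log2 table as listed, both chosen after seeing the values.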

Other observations

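The tests of the excess of rises, of the fold changes over 30 and of limma's calls with the block were set in advance. The tests of single miRNAs in MM1S and of limma's calls without the block were chosen only after the results were seen.

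More miRNAs rose than fell in at least 2 lines, 68 against 63. The scaling may account for the excess, since rises minus falls was -39 with the deposited log2 table and 96 with no scaling. Whether the floor for undetected miRNAs plays a part is not decided. Rises minus falls was -24 among lines in which both arrays detected the miRNA, but that choice leaves out every rise from undetected. It was 10 with undetected miRNAs as listed and 9 with a floor of 1, which are lower floors and raise the folds of miRNAs that became detected. Swapping the treatment within lines gave 68 or more rises in 5 of 16 assignments, the real one included. Each of the others swapped MM1S, whose 145 falls then counted as rises. Those falls depend on the scaling, so this count cannot tell chance from the offset of 1 line. Chance is therefore not decided for the number of rises. A biological excess of rises remains open.

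In Table 1, the paper gives 15 fold changes over 30. In 14 of them the DMSO array did not detect the miRNA, and the lower bounds here lay between 1.65 and 22.3, with a median of 5.33. The ratio in the deposited log2 table as listed, with no floor for undetected miRNAs, came within 1% of the paper's fold in all 14. The floor is thus a candidate source of their size, while their upward direction does not rest on it. Under 4 of 6 other scalings, however, at least 1 of the bounds was over 30, namely miR-188-5p in MM1S in all 4, miR-663 in MM1S in 3 and miR-483-5p in MM1S in 1. Without scaling these were 50.67 for miR-188-5p and 37.27 for miR-663. For these 3 the values do not decide whether the floor is what puts the fold over 30. The other is miR-630 in MM1S, which was detected on both arrays and 24.7-fold up, so the floor is not its source.

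limma with cell line as a block made 59 calls. Of the 8 ways to assign the treatment within the lines, counting a mirror image once, only the real one gave as many (1 of 8), and the other 7 gave 0. Since 8 assignments cannot give a share under 1 in 8, chance cannot be excluded by this count. Without the block, 1 of the 8 splits that part every pair gave as many as the real 20 calls and the other 7 gave 0, so chance cannot be excluded there either. The other splits of the 8 arrays keep both arrays of some lines together, and the most calls among them was 10. The real split also follows the position of the arrays on the slide.

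The 6 members of the miR-17-92 cluster named beforehand, for which the paper's main text gives no value after 5′aza (its supplementary tables were not used here), had log2 ratios below 0 in all 24 combinations of miRNA and line, with means from -1.0 for miR-18a to -0.37 for miR-92a. limma called miR-18a lower (standard error 0.30, adjusted p = 0.024, lower in 4 of 4 lines). The call was lost with no scaling (-0.35, adjusted p = 0.34), total-signal scaling (-0.42, adjusted p = 0.25), undetected miRNAs as listed (adjusted p = 0.084), the log2 table as listed (adjusted p = 0.06), no block (adjusted p = 0.43) and without H929, OPM2 or 8226 (adjusted p from 0.071 to 0.077). miR-18a was detected on all 8 arrays, so listing undetected miRNAs moved limma's shared variance and the adjustment, not its own ratios. miR-17 and miR-19a gained a call with the summary of spot signals (adjusted p = 0.037 and 0.034), and they, miR-19b and miR-20a with normexp (adjusted p from 0.015 to 0.042). Without scaling, 14 of the 24 were below 0. Relative to the median of each line, which dividing an array by 1 factor cannot change, 21 of the 24 were below, against 17 with quantile normalization and 16 with the deposited log2 table. miR-203, miR-34b, miR-34c-5p and miR-34c-3p were detected on no array. miR-34b* was detected on 4 arrays and was not called.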
